A study of Bos taurus with 10 samples. Its data were reported in "Bovine oviductal organoids: a multi-omics approach to capture the cellular and extracellular molecular response of the oviduct to heat stress" (2023).

How the data were processed

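Bovine (Bos taurus) oviductal organoids are three-dimensional cultures grown from the epithelial cells of the oviduct. In the study all of them were grown at 37 °C. For the final day of culture they stayed at 37 °C (thermoneutral) or were moved to 42 °C (heat stress, HS). RNA was sequenced from 5 replicates per temperature, named A to E in the labels, and each replicate was a pool of oviducts from 2 animals. The 10 libraries are called here by temperature and letter, such as 42C A. All 10 columns of the table were matched to their samples by title.

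The values are TPM, as the authors deposited them, that is, transcripts corrected for length and expressed as a share of the library. According to the study's methods, reads were sequenced in pairs, trimmed on quality, and mapped to the bovine genome build ARS-UCD1.2 in CLC Genomics Workbench. The study's methods describe the analysis in this software, with expression normalized by the trimmed mean of M-values (TMM) and given as TPM for genes. Its group means of COX1 and COX3 equal those of the deposited columns with 42C B left out. The submitters' processing notes also name bcl2fastq, Bowtie2 2.2.2 and DESeq2, and the steps of Bowtie2 and DESeq2 are not given in the sources used here. Every deposited TPM column sums to 1000000, so that no scaling factor between libraries was left in the values and each value is a share of its library. Because TPM keeps no read number, the depth of each library is unknown from these values, and no counting interval or detection floor can be given. A transcript listed at 0 is therefore reported as listed at 0. The table holds 26,804 genes, of which 6231 carry only an identifier and 9654 are at 0 in every library. No gene lengths or coordinates of this build were used here, so that length and GC content were not checked.

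The comparison of 42 °C with 37 °C used 9 libraries, 37C A to E and 42C A, C, D and E. The study set 1 HS replicate aside after clustering without naming it in its text. This was taken to be 42C B, which its later clustering plot does not hold, and 42C B was left out. All 10 libraries were an alternative. Genes at 1 TPM or more in at least 4 of the 9 libraries were tested, which left 12,149 genes (45.3% of the table). Values were put on the log2(TPM + 1) scale, which understates the change of low genes, and tested per gene with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, two-sided). Adjusted p-values are Benjamini-Hochberg values over all 12,149 genes. A gene was called at an adjusted p below 0.05 and a log2 difference of 1 or more in size, the thresholds of FDR and fold that the study used on its own counts. The study's count model was not used, as the deposited values are not counts. Differences are 42 °C minus 37 °C. Where a mean ± SD is given, n is 5 at 37 °C and 4 at 42 °C.

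Gene lists, the design and the alternatives, except those named below as chosen later, were fixed before the data were examined. The study's report on these libraries was known by then. Lists on pathways that it names, such as Notch signalling, senescence and cholesterol synthesis, are therefore not independent evidence. Of 37 lists, 35 had at least 5 measured members and were tested with camera of limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 35 lists. The lists held 1477 symbols, of which 1445 were in the table. Camera asks whether the genes of a list moved apart from all other genes. All 21 lists called with the preset correlation were no longer called when the correlation was estimated from the 9 libraries, and that p is printed beside each. Calls were also counted with p adjusted over the list alone. These counts were equal to those adjusted over all genes in every list but proliferation. The lists covered heat shock chaperones, endoplasmic reticulum stress, the proteasome, the mitochondrial genome, nuclear subunits of complex I, of complexes II to IV and of ATP synthase, the citric acid cycle, glycolysis, cholesterol synthesis, fatty acids, and antioxidant genes. Further lists covered Notch signalling, p53 targets, senescence-associated secretion, neutrophil and NF-kB inflammation, interferon response, immediate early genes, proliferation, DNA replication, cytosolic and mitochondrial ribosomes, splicing regulators, and zinc finger genes. The rest covered prostaglandin and hormone response, junctions, apoptosis, vesicles, lysosome, and markers of ciliated, secretory, fibroblast, smooth muscle, endothelial, leukocyte, erythroid and mesothelial cells.

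Genes are named by a rule fixed with the lists. It took the 12 largest rises and 12 largest falls among called genes with a symbol, a mean of 5 TPM or more and no overlap between the groups, the 10 most abundant genes per group, and a fixed set of genes, most of them discussed by the study. From each list it took up to 4 called members with the largest difference, and in a called list with fewer, members with the smallest p. Some genes that the rule took are not reported here. Genes named outside the rule are marked as such. This set does not hold every gene the study discussed. Part of it was chosen by the study on these same libraries, and CIRBP was added when a plot of the study that shows its fall had been seen, so that these genes are not independent evidence.

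The mitochondrial share was the summed TPM of the 13 protein-coding genes of the mitochondrial genome, tested with an exact two-sided permutation test. Principal components were computed over all 10 libraries. The letters were checked as pairs, since the pools of oviducts were split between both temperatures. The deviations of each library from its group mean were correlated across genes. The correlation between same-letter libraries was 0.125 for A, 0.238 for B, 0.369 for C, 0.273 for D and 0.211 for E, and each library was closest to the library of its own letter. Of the 120 ways to match the letters, 1 gave a mean as high (0.243, highest other 0.175, exact permutation p = 0.00833). Results with the letter as a block stand beside a result only where they change it.

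Alternatives covered the pseudocount (0.1 and 5), the filter (none, a mean of 5 TPM, and a zFPKM bound of -3 computed with an own implementation), the scaling between libraries (median-ratio, quantile, and without the mitochondrial genome), the variance model, all 10 libraries with and without array weights, the replicate block, the set test, and leaving out each library in turn. The procedure was tested on simulated libraries with 200 of 12,149 genes changed. It recovered 94% of genes changed 3-fold and 96% of genes changed 6-fold with 2 false calls, and called the 1 shifted list and 0 of 20 unshifted lists. The changed genes were drawn only from genes with a mean log2(TPM + 1) above 3 in the thermoneutral libraries. The recovery therefore does not cover lower genes, whose change this scale understates. The noise was drawn independently for each gene. In the real lists the estimated correlation reached 0.84 (mitochondrial genome), so that the simulation does not cover lists whose genes vary together. Figures were drawn with matplotlib 3.10.9.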

Results

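The transcriptome of bovine oviductal organoids was measured at 37 °C and at 42 °C to determine how the oviductal epithelium responds to heat stress. Each temperature was represented by 5 libraries, and the comparison rests on all 5 thermoneutral libraries and 4 HS libraries. The number of genes at 1 TPM or more per library ranged from 11,565 in 42C B to 12,162 in 42C E. In every thermoneutral library 11,163 genes reached 1 TPM, in every one of the 4 HS libraries 11,283 genes did, and 10,761 genes did in both groups. Read depth is not known from TPM, so that differences among low genes have an unknown counting error.

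Libraries separated by temperature. The first principal component held 58.9% of the variance and placed the thermoneutral libraries between -49.5 and -43.5, whereas 42C C, D and E lay between 51.2 and 55.9. The libraries 42C A and 42C B stood apart: 42C A lay at 2.17 between the groups, and 42C B lay at 72.2 on this component and at 78.1 on the second, which held 22.8%. The summed share of heat shock chaperones showed the same order, with 1.201% to 1.37% at 37 °C, 2.65% in 42C A, 3.94% to 4.23% in 42C C, D and E, and 5.79% in 42C B.

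**Figure D1:**
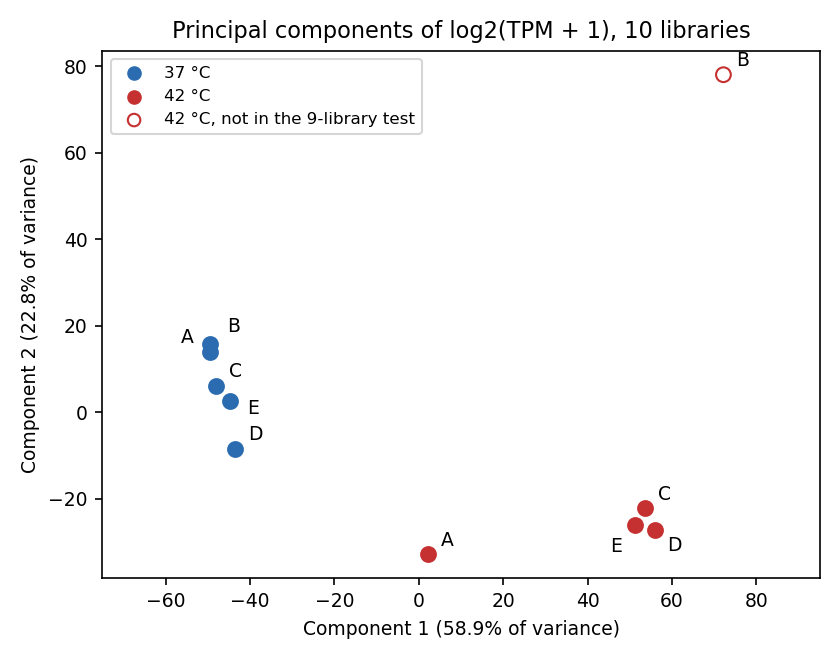
Each point is a library, placed by its scores on the first (x axis) and second (y axis) principal components of log2(TPM + 1), with its replicate letter. Thermoneutral libraries lie at -49.5 to -43.5 on the first component, 42C A lies at 2.17, and 42C B, the open point, lies at 78.1 on the second component.

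Heat stress changed 2782 of 12,149 genes in the limma test, with 1915 higher and 867 lower at 42 °C. Among genes without overlap between the groups, the largest rises were in PHLDA2, an imprinted regulator of placental growth, NEFH, a neurofilament protein, and the chaperone genes HSPA6 and CRYAB. The largest falls were in RBM3, a cold-inducible RNA-binding protein, and SERPINE3, a serpin family member. The median difference of all genes was 0.30, so that the median gene held a larger share of the TPM at 42 °C, and list medians are given relative to it. The direction of the calls followed the scaling: 68.8% of calls were higher as deposited, 39.1% with median-ratio scaling (921 higher and 1433 lower) and 43.9% with quantile normalization (981 higher and 1253 lower). Without 42C A, 3350 genes were called (2256 higher and 1094 lower).

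**Figure D2:**
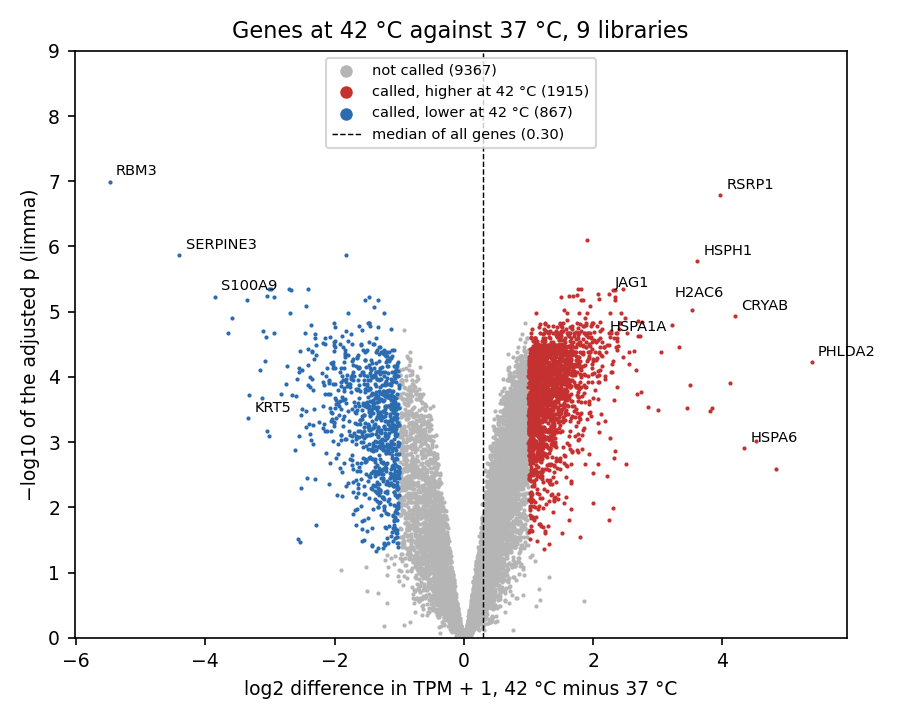
Each point is a gene, with its log2 difference in TPM + 1 (x axis, 42 °C minus 37 °C) and the negative log10 of its limma adjusted p (y axis) over 9 libraries. Red marks the 1915 genes called higher, blue the 867 called lower, and the dashed line the median of all genes at 0.30; the balance of both colours turned under median-ratio scaling (921 higher and 1433 lower).

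Heat shock chaperones, which keep proteins folded under stress, were raised: 22 of 44 measured members rose and 0 fell. HSPA1A (ENSBTAG00000025441), the main inducible HSP70, stood at 429.5 ± 30.2 TPM at 37 °C (SD, n = 5) and 4367 ± 1745 TPM at 42 °C (SD, n = 4) (log2 difference 3.22, adjusted p = 1.61e-05). CRYAB (ENSBTAG00000000434), a small heat shock protein, rose from 270.5 ± 48.4 TPM at 37 °C to 5519 ± 2498 TPM at 42 °C (4.20, adjusted p = 1.16e-05), and became one of the most abundant transcripts. HSPH1, a nucleotide exchange factor of HSP70, rose by 3.61 (adjusted p = 1.69e-06), and the HSP70 co-chaperones DNAJB1, DNAJA4 and BAG3 rose by 2.32, 2.38 and 2.42. HSPA6, a strictly heat-inducible HSP70, was at 2.22 ± 0.782 TPM at 37 °C and 124 ± 119 TPM at 42 °C (4.34, adjusted p = 0.00123), and ZFAND2A, a proteasome-associated stress gene, rose by 3.84. The list moved above the other genes by a median of 0.71 (camera adjusted p = 6.10e-08, and adjusted p = 0.381 with an estimated correlation), with 22 members higher and 0 lower adjusted over the list alone. With median-ratio scaling 17 rose. The library 42C A held only 4.33 TPM of HSPA6, whose difference was 5.53 without 42C A and 3.61 without 42C E, and that of ZFAND2A was 4.72 without 42C A.

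**Figure D3:**
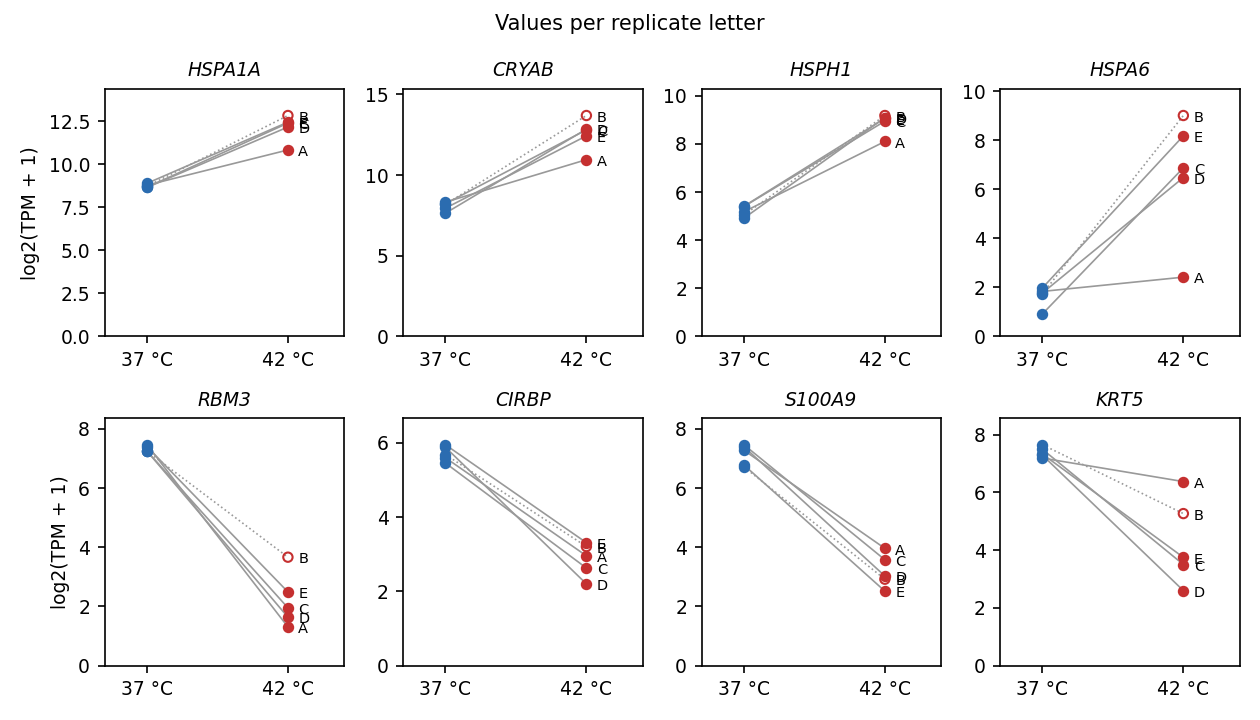
Values of 8 genes per library on the log2(TPM + 1) scale (y axis) at both temperatures (x axis), with lines joining libraries of the same replicate letter and the open point and dotted line for 42C B. HSPA1A, CRYAB, HSPH1 and HSPA6 rose by 3.22, 4.20, 3.61 and 4.34 over the 9 libraries, RBM3, CIRBP, S100A9 and KRT5 fell by 5.48, 2.94, 3.85 and 3.33, and 42C A showed the smallest rise in all 4 chaperone genes.

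Other genes with large rises belonged to several functions. PHLDA2 (ENSBTAG00000031194) rose from 7.32 ± 1.54 TPM at 37 °C to 503 ± 342 TPM at 42 °C (5.38, adjusted p = 5.90e-05). RSRP1, an arginine and serine rich nuclear protein, rose by 3.97 with little spread between libraries (adjusted p = 1.63e-07). CRISPLD2, a secreted protein under progesterone control, rose by 3.81, PEG3, an imprinted zinc finger gene, by 3.50, NPB, a neuropeptide, by 4.11, and the histone gene H2AC6 by 3.52. Several of these differences were larger without 42C A, namely PHLDA2 (6.27), NEFH (5.76), NPB (4.75) and PEG3 (4.16). CRISPLD2 was at 1.89 TPM in 42C A and at 28.8 to 34.8 TPM in 42C C, D and E, and without any 1 of these 4 libraries it was below the filter and was not tested.

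The cold-inducible RNA-binding proteins showed the opposite response. RBM3 (ENSBTAG00000025848) fell from 159.6 ± 11.5 TPM at 37 °C to 2.77 ± 1.36 TPM at 42 °C (-5.48, adjusted p = 1.02e-07), and CIRBP (ENSBTAG00000007480), its close relative, from 51.7 ± 7.34 TPM at 37 °C to 6.11 ± 2.27 TPM at 42 °C (-2.94, adjusted p = 5.88e-06). Both were low in 42C A as well (1.48 and 6.76 TPM). SERPINE3 was at 25.1 ± 7.10 TPM at 37 °C and 0.189 ± 0.0764 TPM at 42 °C (-4.40). Other large falls were those of the basal keratin KRT5 (-3.33), the tyrosine-degrading enzyme FAH (-3.35), the rhomboid family member RHBDD3 (-3.64), the villin-like gene VILL (-3.16), NAPRT of NAD synthesis (-3.13) and the quinone reductase NQO2 (-3.07). Without 42C A the difference was -4.11 for KRT5 and -3.76 for NAPRT.

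Genes of mitochondrial energy production lay below the other genes, list by list. Of 13 genes of the mitochondrial genome 5 fell, among them COX3, which encodes a subunit of cytochrome oxidase (12,044 ± 549.9 TPM at 37 °C and 5017 ± 2661 TPM at 42 °C, -1.39), and CYTB of complex III (-1.18). Nuclear subunits fell as well: 4 of 37 in complex I, among them NDUFS7 (-1.33), 3 of 24 in complexes II to IV, among them CYC1 (599.9 ± 67.1 TPM at 37 °C and 165 ± 62.5 TPM at 42 °C, -1.92) and UQCRC1 (-1.17), and 2 of 17 in ATP synthase, among them ATP5MC3 (-1.23). In the citric acid cycle 4 of 17 fell, with IDH3G, a subunit of isocitrate dehydrogenase, at 122 ± 8.62 TPM at 37 °C and 15.0 ± 9.27 TPM at 42 °C (-3.10), and log2 differences of -1.23 in IDH2 and -1.10 in MDH2. No member of these 5 lists was called higher, though 2 of complex I were higher at an adjusted p below 0.05 under the fold threshold. The medians lay -1.28 (mitochondrial genome), -0.74 (complex I), -0.75 (complexes II to IV), -0.84 (ATP synthase) and -0.89 (citric acid cycle) from that of all genes.

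In that order of lists, the camera adjusted p was 5.11e-06, 2.18e-08, 2.18e-08, 2.99e-07 and 2.88e-07. With an estimated correlation it was adjusted p = 0.393 for the mitochondrial genome and adjusted p = 0.381 for each of the other lists. Counts adjusted over the list alone were the same, namely 5, 4, 3, 2 and 4 lower. With median-ratio scaling 9, 9, 8, 7 and 7 members fell, and with quantile normalization 7 fell in complex I and 1 in ATP synthase. The count for the mitochondrial genome was 8 without 42C A, 2 without 42C C and 3 without 42C D or 42C E, and that for ATP synthase was 1 without 42C D or 42C E.

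The mitochondrial genome made up 6.51% ± 0.363 of all TPM at 37 °C (SD, n = 5) and 3.64% ± 1.60 at 42 °C (SD, n = 4), a difference of -2.86 percentage points (exact permutation p = 0.0159, smallest possible 0.00794). The HS libraries were not alike: 42C C, D and E held 2.82%, 2.88% and 2.82%, while 42C A held 6.04%, within the range of 37 °C (6.02% to 7.02%). Without 42C A the HS mean was 2.84% ± 0.0369 (SD, n = 3, exact permutation p = 0.0179). Within the 4 replicate pairs the mean difference was -2.90 percentage points (exact sign-flip p = 0.25, smallest possible 0.125), so that the paired test could not pass the threshold. The exact permutation p was 0.0571 when 37C B, C, D or E was left out.

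**Figure D4:**
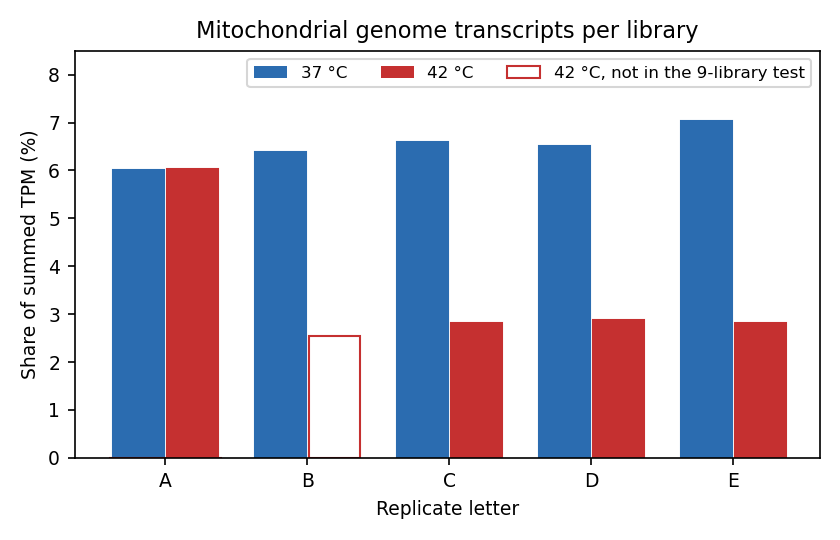
Bars show the share of summed TPM (y axis, percent) taken by the 13 protein-coding genes of the mitochondrial genome in each library, by replicate letter (x axis) and temperature, with 42C B as the open bar. The share lies between 6.02% and 7.02% at 37 °C and between 2.55% and 2.88% at 42 °C, except for 42C A at 6.04%.

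Other housekeeping machinery lay below the remaining genes with few single calls. The fifth of genes with the highest mean TPM had a median difference of 0.08, against 0.30 for all genes. No list was compared with genes of like abundance. In glycolysis 2 of 17 genes fell, PFKL (-1.08), a phosphofructokinase, and ALDOA (-1.05), an aldolase (median -0.71 from all genes, camera adjusted p = 0.000791, and adjusted p = 0.496 with an estimated correlation, 2 lower adjusted over the list alone). The mitochondrial ribosome had 6 of 73 members lower, such as MRPS28 (-1.81), and 0 higher (median -0.45, camera adjusted p = 7.95e-05, and adjusted p = 0.418 with an estimated correlation, 6 lower adjusted over the list alone). In the cytosolic ribosome 1 of 75 genes, RPL10A (-1.02), was called (median -0.52, camera adjusted p = 7.14e-09, and adjusted p = 0.418 with an estimated correlation, 1 lower adjusted over the list alone). The proteasome had 1 of 31 members lower, PSMD4 (-1.06), a ubiquitin receptor (median -0.48, camera adjusted p = 3.05e-05, and adjusted p = 0.393 with an estimated correlation, 1 lower adjusted over the list alone). The glycolysis count was 5 without 42C A, 1 without 42C C and 0 without 42C D. RPL10A lost its call without 42C C or 42C D, PSMD4 without 42C C, and the ribosome list was not called with quantile normalization (camera adjusted p = 0.169). With median-ratio scaling 5, 13, 3 and 2 members fell in these 4 lists.

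Markers of ciliated cells, which move the oviductal fluid by beating cilia, fell in 14 of 32 measured genes and rose in 1. Of 57 fixed markers only these 32 were measured. Outside the naming rule, the list members DNAH5, DNAH9 and SPAG17 stayed below 1 TPM in every library, also at 37 °C. CCDC78, which takes part in centriole amplification, fell from 10.7 ± 2.65 TPM at 37 °C to 2.52 ± 0.819 TPM at 42 °C (-1.73, adjusted p = 5.61e-05), and the tektins TEKT1 and TEKT2, filament proteins of the axoneme, fell by 1.47 and 1.39 from low levels. IQCG, a dynein regulatory complex protein, rose by 1.56. The list median lay -1.23 from all genes (camera adjusted p = 7.24e-08, and adjusted p = 0.381 with an estimated correlation, 1 higher and 14 lower adjusted over the list alone). Only 9 members fell with the replicate block, 7 without 37C B and 9 without 37C E.

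Markers of secretory cells went both ways. The keratin KRT19 (5248 ± 1066 TPM at 37 °C and 1904 ± 876 TPM at 42 °C, -1.53) and the trefoil factor TFF3 (-1.48) fell, whereas SPP1, which encodes osteopontin, and GPX3, a secreted glutathione peroxidase, rose by 2.32 and 2.37. Of 27 measured genes 4 rose and 3 fell, and the list was not called (camera adjusted p = 0.274). Counts adjusted over the list alone were the same (4 higher and 3 lower), and 3 rose and 5 fell with median-ratio scaling. Its median was 0.16 as deposited and -0.18 with median-ratio scaling. OVGP1, the oviductal glycoprotein, stayed between 0 and 0.726 TPM in all 10 libraries and was not tested.

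Markers of other cell types were measured for contaminating cells. Of 24 fixed fibroblast markers 9 were measured, and COL1A1, COL1A2, COL3A1, DCN and LUM stayed below 1 TPM in every library. The falls below are therefore not evidence that stromal cells were lost. Among fibroblast markers 3 of 9 fell, including VIM (261 ± 64.5 TPM at 37 °C and 62.9 ± 70.5 TPM at 42 °C, -2.61) and THY1 (-2.39), with 0 higher (median -0.69 from all genes, camera adjusted p = 0.00888, and adjusted p = 0.393 with an estimated correlation, 3 lower adjusted over the list alone). Mesothelial markers fell in 4 of 7, including UPK3B, a uroplakin (341 ± 16.0 TPM at 37 °C and 99.3 ± 81.1 TPM at 42 °C, -2.04), with 0 higher (median -1.39, camera adjusted p = 0.000923, and adjusted p = 0.381 with an estimated correlation, 4 lower adjusted over the list alone). Among these 4, MSLN (-1.09) stands in the secretory list too and HP (-1.35) in the inflammation list. MSLN lost its call without 37C E or 42C A, and HP without 37C B, D or E or 42C A, C or E. In smooth muscle and pericytes 2 of 5 rose, among them CSPG4 (2.37), and 1 fell (camera adjusted p = 0.851), with a median of -0.28 and a mean of 0.26. Endothelial markers fell in 1 of 5 and in 0 with the replicate block (camera adjusted p = 0.247). Only 4 leukocyte and 1 erythroid marker passed the filter, so that these lists were not tested. Of the leukocyte markers CD68, of macrophages, rose from 0.848 ± 0.351 TPM at 37 °C to 6.21 ± 3.11 TPM at 42 °C (1.84, adjusted p = 0.000643), but was not called with a pseudocount of 5 (0.89), and the other 3 were not called, of which 1 was lower with median-ratio scaling. Outside the naming rule, CSF1R and ITGAM were listed at 0 in every library, and PTPRC, CD163 and TYROBP stayed below 1 TPM in every library. The rise of CD68 is therefore not evidence of more macrophages. Counts adjusted over the list alone for smooth muscle (2 higher and 1 lower) and endothelium (1 lower) were the same. VIM differed by -3.27 without 42C A, 2 mesothelial markers fell without 37C E, 2 smooth muscle markers fell without 42C A, and 0 endothelial markers fell without 37C B, 42C C or 42C E.

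Genes of neutrophil-attracting inflammation lay below the other genes as a list. The calprotectin subunits S100A9 (142 ± 33.4 TPM at 37 °C and 9.35 ± 4.33 TPM at 42 °C, -3.85) and S100A8 (316 ± 56.9 TPM at 37 °C and 38.9 ± 21.9 TPM at 42 °C, -3.32) and the chemokines CXCL3 (250.4 ± 46.2 TPM at 37 °C and 22.2 ± 14.3 TPM at 42 °C, -3.59) and CXCL5 (1500.5 ± 304 TPM at 37 °C and 275 ± 269 TPM at 42 °C, -2.83) led this list. Of 35 measured genes 12 fell and 2 rose (median -1.15 from all genes, camera adjusted p = 7.27e-07, and adjusted p = 0.381 with an estimated correlation), and counts adjusted over the list alone were the same (2 higher and 12 lower). With the replicate block 14 fell and 1 rose, with median-ratio scaling 20 fell and 0 rose, and with quantile normalization 18 fell and 1 rose. Only 1 rose without 37C A, 37C B, 37C C, 42C D or 42C E, and S100A8 differed by -2.63 without 42C E.

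Factors that senescent cells are known to secrete did not move one way. IGFBP5, an insulin-like growth factor binding protein, fell from 257 ± 86.1 TPM at 37 °C to 54.4 ± 46.1 TPM at 42 °C (-2.44). Of 29 genes 3 rose and 8 fell (median -0.62 from all genes, camera adjusted p = 0.00106, and adjusted p = 0.381 with an estimated correlation, 3 higher and 8 lower adjusted over the list alone), and CXCL3 stood in this list too. Among interferon response genes the ubiquitin-like modifier ISG15 rose by 2.26, and OAS1Y, an oligoadenylate synthetase, fell by 2.43. With 3 higher and 6 lower of 30, and 3 and 6 adjusted over the list alone, that list was not called (camera adjusted p = 0.117).

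The 2 lists of lipid metabolism lay below the other genes. FDPS, LSS and HMGCS1, enzymes of the cholesterol pathway, fell by 1.51, 1.23 and 1.46. In the cholesterol list 7 of 24 fell and 1 rose (median -1.02 from all genes, camera adjusted p = 1.30e-05, and adjusted p = 0.418 with an estimated correlation, 1 higher and 7 lower adjusted over the list alone). Fatty acid genes fell in 4 of 24, among them the desaturase SCD (-1.38) and the fatty acid synthase FASN (-1.35), with 0 higher (median -0.56, camera adjusted p = 0.00103, and adjusted p = 0.381 with an estimated correlation, 4 lower adjusted over the list alone). In 42C A, SCD (390.3 TPM) and FASN (200.3 TPM) were at the level of 37 °C. The cholesterol list had 11 lower without 42C A, 2 higher without 37C D, 42C A or 42C D, and 14 lower and 0 higher with median-ratio scaling.

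Antioxidant genes moved in both directions. PRDX1, a peroxiredoxin, fell from 1996 ± 481 TPM at 37 °C to 731 ± 399 TPM at 42 °C (-1.54), and TKT and TALDO1, enzymes of the pentose phosphate pathway that convert its sugars, fell by 1.28 and 1.31. GCLC, the catalytic subunit of glutathione synthesis, rose by 1.67, and GPX4, which reduces lipid peroxides, was not called (0.14, adjusted p = 0.400). Of 32 genes 6 fell and 2 rose (median -0.44 from all genes, camera adjusted p = 0.00102, and adjusted p = 0.381 with an estimated correlation, 2 higher and 6 lower adjusted over the list alone). With median-ratio scaling 12 fell and 1 rose.

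Some genes of the mitotic cell cycle were lower, and some inhibitors rose. Of 29 genes of the G2 and M phases 5 fell over all genes and 4 adjusted over the list alone, among them CDC20, an activator of the anaphase complex (-1.22), with 0 higher (median -0.67 from all genes, camera adjusted p = 0.00122, and adjusted p = 0.634 with an estimated correlation). MKI67 was called (-1.02, adjusted p = 0.0404), but not in 7 of the 9 fits that left out a library. The count of lower members was 3 without 37C A or 42C D, 9 without 42C A and 1 without 42C C, where CDC20 lost its call, and 10 with median-ratio scaling. Without 42C C 1 member was called higher. CDKN1A, the p21 inhibitor of the cell cycle, rose from 106 ± 9.48 TPM at 37 °C to 329 ± 98.1 TPM at 42 °C (1.56), and RRM2B, a p53-induced ribonucleotide reductase, by 2.13. The p53 list had 8 of 28 higher and 1 lower, the same adjusted over the list alone, and was not called (camera adjusted p = 0.851). With median-ratio scaling 5 rose and 3 fell, and 0 fell without 37C C, 42C C or 42C D. DNA replication had 1 of 34 higher and 1 lower, CDC45, a helicase factor (-2.17), the same adjusted over the list alone (camera adjusted p = 0.910). With the replicate block 2 rose and with median-ratio scaling 0 rose and 3 fell. Up to 3 rose (without 42C A or 42C C; 2 without 37C A, B or D or 42C D) and 2 fell without 37C D, 37C E, 42C A or 42C E.

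Zinc finger genes, which encode DNA-binding proteins, rose in 104 of 301 and fell in 4. ZBTB39 rose by 2.18 and ZNF16 by 1.92. The median lay 0.49 above all genes (camera adjusted p = 7.33e-06, and adjusted p = 0.472 with an estimated correlation, 104 higher and 4 lower adjusted over the list alone). With median-ratio scaling or quantile normalization 57 rose and 7 fell, and 2 fell without 42C D.

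Notch genes rose in 10 of 28 and fell in 0. The ligand JAG1 rose from 2.70 ± 0.268 TPM at 37 °C to 16.6 ± 2.68 TPM at 42 °C (2.24, adjusted p = 5.27e-06), the ligand DLL4 by 1.94, the receptor NOTCH2 by 1.48 and HES2, a member of the HES family, by 2.69. The list was called (median 0.41 above all genes, camera adjusted p = 0.0280, and adjusted p = 0.381 with an estimated correlation, 10 higher adjusted over the list alone). It was not called without 42C A (camera adjusted p = 0.15), where 1 member fell, and 5 members rose with median-ratio scaling or quantile normalization.

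The remaining lists were not called, though single members changed. The splicing list had 7 higher and 3 lower of 32, with CLK4, a kinase of splicing factors, up by 1.62 beside RSRP1 (camera adjusted p = 0.549). Immediate early genes had 3 of 28 higher, FOSL1 (2.46) and ARC (4.83) among them (camera adjusted p = 0.910), and ARC differed by 6.37 without 42C A and 4.22 without 42C C. Endoplasmic reticulum stress genes had 4 higher, such as the sensor ATF6 (1.59), and 2 lower of 28 (camera adjusted p = 0.549), and 1 lower with the replicate block. Lysosomal genes had 10 of 42 higher, such as PPT1 (1.38), and 0 lower (camera adjusted p = 0.919), against 4 higher and 6 lower with median-ratio scaling. With median-ratio scaling the splicing list had 3 higher and 4 lower, immediate early genes 2 and 1, and endoplasmic reticulum stress 1 and 3. Immediate early genes had 5 higher without 42C A, 1 lower without 37C A and 3 lower without 42C E. Endoplasmic reticulum stress had 2 higher without 42C E and 1 lower without 37C A, 37C B, 42C C or 42C D, and 1 or 2 lysosomal genes fell without 37C A or C or any of the 42C libraries. Counts adjusted over the list alone were the same for splicing (7 and 3), immediate early genes (3 and 0), endoplasmic reticulum stress (4 and 2) and lysosome (10 and 0).

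Genes of extracellular vesicle release had 4 of 43 higher, STAM (1.68) of the endosomal sorting complex and SDC1 (1.41), a syndecan, among them, and 0 lower (camera adjusted p = 0.919). Junction genes had 4 higher, such as the claudin CLDN4 (1.30), and 1 lower, CLDN8 (-1.42), of 31 (camera adjusted p = 0.183), and 0 higher with median-ratio scaling. Apoptosis regulators had 3 higher, such as the caspase inhibitor XIAP (1.47), and 1 lower, the death receptor adaptor FADD (-1.43), of 28 (camera adjusted p = 0.919). Prostaglandin and hormone genes had 2 higher and 2 lower of 20 (camera adjusted p = 0.291), with a median of 0.04 and a mean of -0.01. PTGES, a prostaglandin E synthase, fell from 87.8 ± 43.2 TPM at 37 °C to 29.8 ± 23.2 TPM at 42 °C (-1.72, adjusted p = 0.0127), and the oxytocin receptor OXTR was not called (-0.83, adjusted p = 0.0312), though it was without 37C E (-1.03) and with median-ratio scaling. With median-ratio scaling vesicles had 3 higher and 1 lower, apoptosis 1 and 3, and prostaglandins 1 and 4, and the medians of these lists, DNA replication and immediate early genes turned from above 0 to below 0. Apoptosis had 5 higher without 37C E or 42C A and 2 lower without 37C D, and 1 vesicle gene fell without 42C A. Counts adjusted over the list alone were the same for vesicles (4 and 0), junctions (4 and 1), apoptosis (3 and 1) and prostaglandins (2 and 2).

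**Figure D5:**
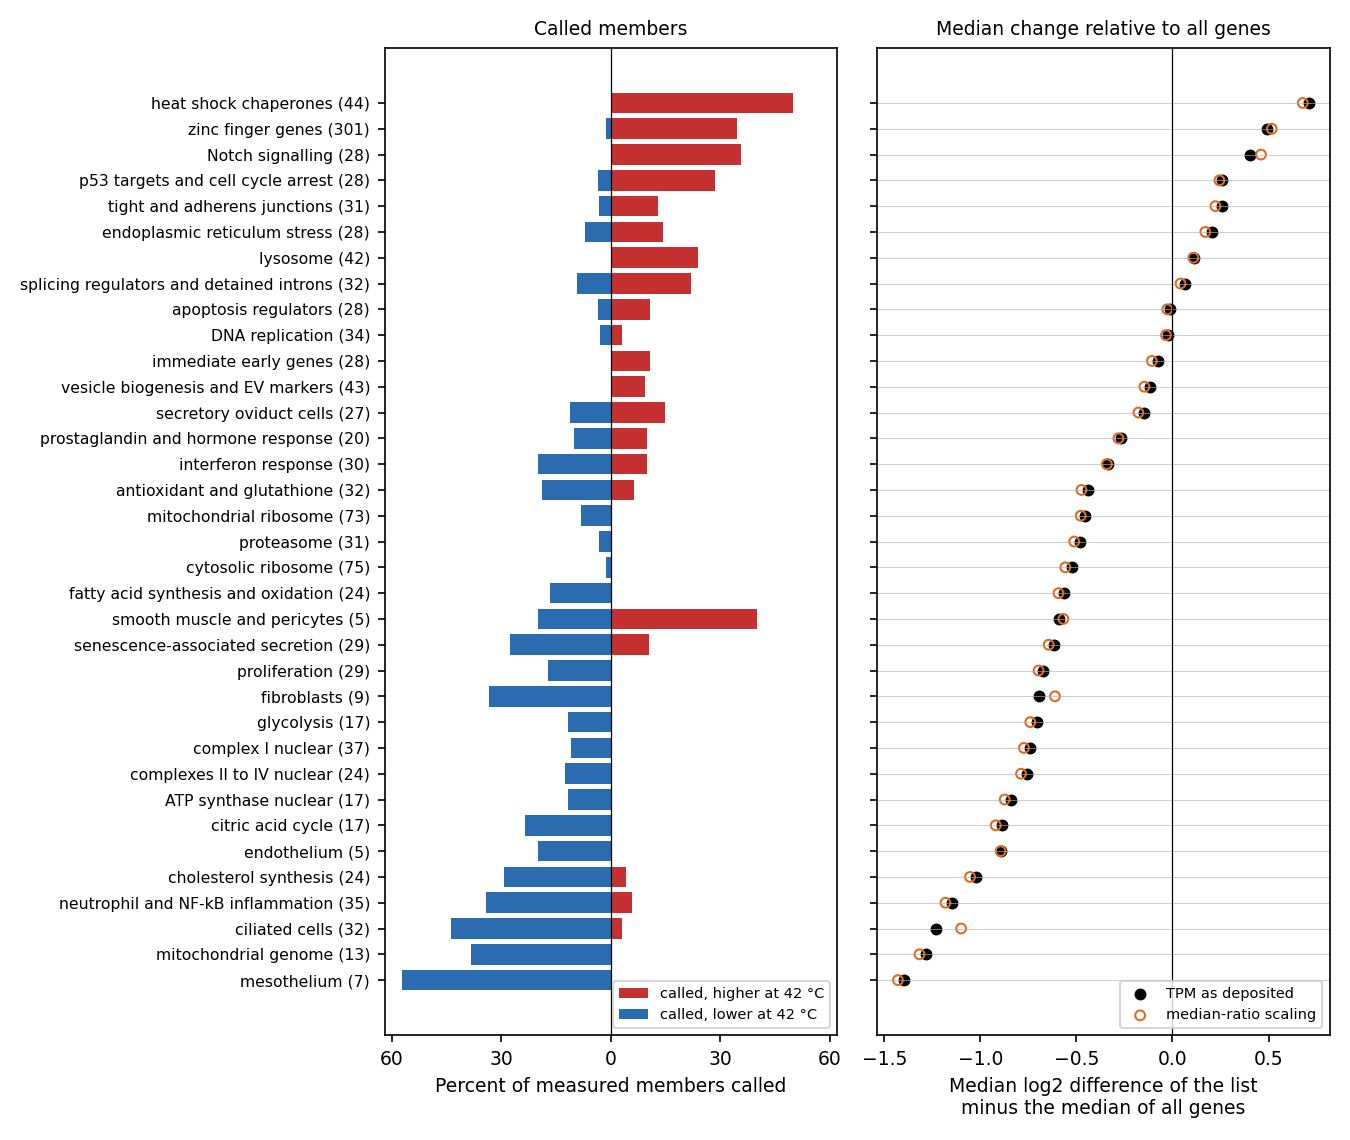
Left, the percent of measured members called higher (red) and lower (blue) in each of the 35 lists, with the number measured in brackets. Right, the median log2 difference of each list minus that of all genes, as deposited (black) and with median-ratio scaling (open); heat shock chaperones lie at 0.71, zinc finger genes at 0.49, ciliated cells at -1.23 and mesothelium at -1.39.

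Among the most abundant transcripts, several were not called. COX1, the mitochondrial cytochrome oxidase subunit, was the most abundant in both groups at 18,704 ± 1864 TPM at 37 °C and 12,134 ± 5233 TPM at 42 °C, and was not called (-0.70, adjusted p = 0.0143). COX2 (-0.98), FTH1 (-0.79), a ferritin subunit, and GAPDH (-0.94) were not called either, but all of them and COX1 were with median-ratio scaling, and COX2 was without 37C A or 42C A and GAPDH without 37C E or 42C A. HSPB1, a small heat shock protein, rose from 1571 ± 171 TPM at 37 °C to 6815 ± 1499.5 TPM at 42 °C (2.10). CST6, a cystatin (0.82), TPT1, a translationally controlled protein (0.43), and the ribosomal RPLP0 (0.11) were not called. ACTB was called (1.01, adjusted p = 8.84e-05), but not with the replicate block (0.99), with median-ratio scaling (0.66) or without 37C B, D or E or 42C C, D or E.

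Of 33 tested genes of a fixed set, most of them discussed by the study, 9 rose, 8 fell and 16 were not called, against 8 higher and 10 lower with median-ratio scaling. CDH1, the epithelial cadherin, was at 201 ± 25.3 TPM at 37 °C and 396 ± 45.5 TPM at 42 °C and missed the fold threshold (0.98, adjusted p = 5.78e-05), which it passed without 37C D, 37C E or 42C E. TUBA1A, a tubulin of cilia and cytoskeleton, was not called (0.35, adjusted p = 0.106). Part of these genes was selected by the study from the same libraries, so that their directions are not independent evidence.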

Values the study reported

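The study reported 2570 differentially expressed genes between HS and thermoneutral organoids, 1222 of them upregulated and 1348 downregulated. It detected 11,935 genes in the HS group and 12,564 genes in the thermoneutral group, with 11,725 in both. For COX1 it gave a mean of 12,134.48 TPM at 42 °C and 18,703.53 TPM at 37 °C.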

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

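Of the tests in this part, those of a mixture and of exchanged labels for 42C A, and those of the animals behind 42C B and of its genes of 0.1 to 1 TPM, were chosen after the result was seen.

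In 32 of 220 groups of libraries, 1 library lay far from the others of its group. Chance gives this in about 1 in 20 groups, which here is 11. In 42C A this held for 26 values, and in most of them 42C A lay on the side of 37 °C. Its TPM was 9.79 for ZFAND2A, 265 for BAG3, 43.4 for CXCL3, 678 for CXCL5, 82.0 for KRT5, 3213 for KRT19, 14.8 for VILL, 26.6 for NAPRT, 123 for IGFBP5 and 221 for UPK3B. For genes of metabolism it was 19,926 for COX1, 208 for ATP8, 2467 for CYTB, 484 for ATP5MC3, 182 for IDH2, 599 for MDH2, 1325 for PRDX1, 65.5 for FDPS, 191 for HMGCS1, 33.7 for LSS, 390.3 for SCD and 200.3 for FASN. It was 4.85 for CSPG4, 11.998 for ISG15 and 10.6 for OAS1Y, and the mitochondrial share was 6.04%.

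The pattern of 42C A, between both groups, was weighed against 2 technical explanations. If RNA of a thermoneutral culture had been mixed in, all genes would imply about the same share of it. The genes of the mitochondrial genome implied a median of 90.1% and the chaperones 48.6%, a difference of 41.5 percentage points with quartile ranges apart, and RBM3 implied -1.10%, which argues against a mixture. An exchange of labels would need a thermoneutral library out of place, and the highest 37 °C score on the first component was -43.5. A smaller or shorter exposure of this replicate may be a candidate explanation, which was not tested.

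The library 42C B, outside the 9 compared, held 5.79% of its TPM in heat shock chaperones, above every library at 37 °C. Its deviations correlated with those of 37C B at r = 0.238, across genes that are not independent replicates, which argues against other animals. A larger version of the response of the other HS libraries was argued against by a residual SD 1.90 times the largest of 42C C, D and E. Few reads were tested first on genes of 5 TPM or more, where 42C B listed 0 genes at 0, but 9 of the 10 libraries listed none, so that this test could not decide. A replacement on 2276 genes of 0.1 to 1 TPM gave 640 at 0 against 606 in the next library. These genes were chosen by their mean at 37 °C. The 42 °C libraries listed 461 to 640 of them at 0, against 271 to 351 at 37 °C. This test therefore cannot tell few reads from lower expression at 42 °C. Over all genes 42C B listed 14,613 above 0, within the range of the other libraries (14,416 in 42C D to 14,700 in 37C E). The number of genes above 0 was thus not low in 42C B, but it also depends on which genes were expressed. The study summarizes its read numbers separately, and they were not used here, so that few reads remain open. A different state of the culture may also be a candidate, and was not tested.

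Single values of other libraries also lay far from their group, 5 of them at 37 °C. Chance gives 11 over all 220 groups, so that these values are no more than chance would give. S100A8 was at 6.42 TPM in 42C E, below the other HS libraries. At 37 °C, EMCN was at 24.7 TPM in 37C B, THY1 at 269 TPM in 37C E, ZBTB39 at 3.08 TPM in 37C D, ARC at 3.77 TPM in 37C E and GPX3 at 14.2 TPM in 37C D.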

How the results depend on the processing

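Of the alternatives in this part, those with 42C B in and 42C A out and those with both median-ratio scaling and the block were chosen after seeing the data. Counts moved with the fold threshold, the pseudocount, the scaling and the libraries used, and the cause was not tested. A pseudocount of 5 gave 1371 changed genes (884 higher and 487 lower), in line with its smaller log2 differences for low genes. Median-ratio scaling gave 921 higher and 1433 lower, and quantile normalization 981 higher. With 42C B in and 42C A out, 1437 genes were lower. Median-ratio scaling with the replicate block gave 886 higher and 1426 lower. Without the fold threshold 7679 genes passed, 5477 higher and 2202 lower. Of the 2782 calls, 1788 were shared with median-ratio scaling, 1834 with quantile normalization and 2627 with the replicate block, and 0 had the opposite direction in any setting.

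With the zFPKM bound 12,564 genes were detected at 37 °C, 11,935 at 42 °C and 11,725 in both. This bound was implemented with the detected numbers of the study already known, so that it is no independent check of them. Leaving out each library in turn gave 2450 to 3350 changed genes, 1682 to 2256 higher and 768 to 1094 lower. The mitochondrial share differed by -3.66 to -2.59 percentage points. With an estimated correlation 0 lists were called higher and 0 lower, against 3 and 18. Fry, which tests a list against no change and not against the other genes, called 11 higher and 15 lower, with the median of all genes at 0.30.

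With the replicate block 2717 genes changed (1848 higher and 869 lower). Among named genes the paired fit ended the calls of EMCN (-0.99), ATP8 (-1.02), ACTB (0.99) and BIRC3 (0.97). It changed no other call of a named gene and no camera call of a list with the preset correlation. With fry, several lists no longer passed in the paired fit. The fry adjusted p went from 0.0164 to 0.114 for the mitochondrial genome and from 0.0203 to 0.109 for the cytosolic ribosome. It went from 0.0297 to 0.0975 for cholesterol synthesis and from 0.0096 to 0.0940 for the proteasome. The paired difference of the mitochondrial share was -2.90 percentage points and did not reach the threshold (exact p = 0.25).

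Of 4479 values of the 180 named genes under the alternatives, 4266 kept direction and side of the threshold, 160 were no longer called, 53 became called and 0 turned. For 907 values of the 35 lists these numbers were 879, 26, 2 and 0. With 42C B in and 42C A out, and with array weights, the interferon list became called and the Notch list was no longer called. The ribosome list was not called with 42C B in and 42C A out. TPM holds no depth, so that no alternative weighted genes by their reads.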

Other observations

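Of the tests in this part, those on the mitochondrial genome, on histone genes and on genes absent from both libraries of a letter, and the range for the 500 most abundant genes, were chosen after the result was seen.

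Histone genes were noticed among the large rises and counted afterwards. Of 16 measured genes 9 rose and 0 fell, such as H2AC18, which rose by 3.01, and H2AC6, which rose by 3.52. The set did not pass the camera test of limma, in which p was 0.384 over 16 genes. With median-ratio scaling 5 rose. Polyadenylated forms of these transcripts are usually rare, and the table does not separate them.

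The haemoglobin gene HBA was at 5596 TPM in 42C B and at 89.8 to 573 TPM in the other libraries. HBB was listed at 0 in every library.

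More genes were higher than lower among the calls as deposited, which in TPM can follow from abundant transcripts that give up their share. With the mitochondrial genome left out, the median difference of the genes left was still 0.267, and with the 500 most abundant genes left out it was 0.164 (0.150 to 0.178 without each library in turn), so that neither set accounts for all of the shift of 0.30. The balance of calls moved further, to 1508 higher and 1222 lower (55.2% higher) without these 500 genes, and to 1382 and 1247 (52.6%) without 1000, so that abundant genes account for a part of it. These 500 genes held 58.1% of the TPM at 37 °C and 52.3% at 42 °C. A change in total RNA per cell may also contribute and cannot be read from shares.

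Other splits of the 9 libraries into 5 and 4 were counted for each result, 100 in all with the real one. As many changed genes as the real 2782 came from 1 split (highest other 1787), as many higher genes as 1915 from 1 (highest other 478), and as many lower genes as 867 from 2 (highest other 1309). The splits with 1787 and 1309 put all 4 HS libraries in the group of 5, with 1 thermoneutral library. Few of these splits gave as many, but they do not keep the replicate pairs. As many lists called lower as 18 came from 3 splits (highest other 18, median of the others 4), again without the pairs kept. As many called higher as 3 came from 76, so that chance cannot be excluded for them. The highest other for lists higher, 18, came from a split with all 4 HS libraries in the group of 5. Among the 16 splits that part the replicate pairs as the real one does, the highest other count of changed genes was 0, with up to 19 lists higher and 17 lower. The 17 came with 1 pair exchanged, so that splits which keep the pairs do not set the 18 lists apart.

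Genes below 1 TPM in both libraries of one letter and at 10 TPM or more in the other 8 numbered 3, namely RPL12 in D, ENSBTAG00000053198 in B and ENSBTAG00000040518 in C. They were looked for as a sign that a letter marks the same animals at both temperatures. Of the 120 ways to match the letters 2 gave as many, where the test asked for the letters as given to stand alone. This count of 3 therefore cannot decide the question. The correlations of deviations do set the letters as given apart, since 1 of the 120 ways gave a mean as high (exact permutation p = 0.00833). The study also states that both temperatures held material of the same oviducts.

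The number of genes called higher at the thresholds of the study was 1915. That is higher than the value quoted from the study above. The number called lower was 867. That is lower than the value quoted from the study above. The study normalized by TMM and used a count model, whereas the TPM tested here carry no scaling between libraries. The comparisons are therefore between unlike measures. With median-ratio scaling, at 921 higher and 1433 lower, both comparisons turn, and the fold here is on log2(TPM + 1), which is stricter for low genes.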
